A study of Homo sapiens with 21 samples. Its data were reported in "Relationships of PBMC microRNA expression, plasma viral load, and CD4+ T-cell count in HIV-1-infected elite suppressors and viremic patients" (2012).

How the data were processed

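Levels of miRNA in peripheral blood mononuclear cells (PBMC) were measured on a NanoString nCounter panel in 21 donors: 8 uninfected controls, 7 HIV-1-infected elite suppressors (ES) and 6 viremic patients. The authors deposited a table of barcode counts (unit: counts) for 739 probes, of which 654 detect human miRNAs, 80 detect viral miRNAs and 5 detect mRNAs. A table of normalized values (unit: log2) was also deposited. The authors state for it a log transformation, quantile normalization between samples, a manufacturer's factor for some miRNAs, and a filter that left 326 probes. Whether that factor also stands in the counts is not stated. Within each sample the deposited log2 values rank exactly as the counts do (lowest Spearman correlation 1 over the samples), and they lie a median of 0.96 log2 above the quantile-normalized counts computed here, so that only differences between groups were read from them.

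Groups were taken from the sample labels, which name the group of every sample and no pair, batch or run. Samples of a group are numbered in the order of the labels. The counts held 595691 to 1024361 human miRNA counts per sample, with means of 768248 ± 80719 (SD) in controls, 842947 ± 106357 in ES and 765159 ± 114446 in viremic samples. The 3 most abundant probes took 42.2 ± 2.88%, 40.2 ± 4.15% and 38.1 ± 3.47% of these counts. The columns of a group differed from each other by far more than counting noise (lowest chi-square per degree of freedom 31.2, median 237), so none repeats another.

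The plan made before the data were examined took the panel's negative controls as background. The deposited table holds no positive or negative control probes, and the 80 viral probes served in their place for the filter. A human miRNA probe was kept where its count exceeded the mean + 1 SD of the viral probes in at least 11 of the 21 samples. That limit lay between 39.6 and 62.6 counts and was passed by 204 to 251 probes per sample (222 ± 7.83 in controls, 220.1 ± 16.8 in ES, 229 ± 10.5 in viremic samples). The 214 probes kept held 98.6% of the human miRNA counts. Probes shared by several miRNAs are written with a plus sign, and stand for the sum of those miRNAs.

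Counts + 1 were log2-transformed and quantile normalized over all 654 human probes. A linear model with 1 mean per group was fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation, and 5 contrasts were tested: viremic against control, ES against control, viremic against ES, viremic against the mean of control and ES, and infected (the mean of ES and viremic) against control. A moderated F test compared all 3 groups. A miRNA was called where the p-value adjusted by Benjamini and Hochberg over the kept probes was under 0.05. Bonferroni counts are given beside it. Errors are SE of the log2 change unless SD is written. The contrasts share the control samples, so that their results are not independent of each other.

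The rule for the miRNAs named was also set before the data were examined. It takes up to 15 called miRNAs in each direction per contrast, or the 10 with the smallest p where fewer than 10 were called, and every kept member of the study-named list, the miR-29, let-7 and miR-181 families and the miRNAs reported to act on the 3' end of HIV-1 RNA in the contrasts of viremic and of ES with control. From each other list it takes the 4 members with the smallest p in viremic against control. The 16 lists were written before the data were examined, the study-named list from the study and the others from general knowledge. Besides those named above, the lists are the miR-17-92 clusters, activation-induced, lymphocyte-enriched, monocyte and myeloid-enriched, erythroid and platelet-enriched miRNAs, the 14q32 cluster, epithelial miRNAs, miRNAs of liver, muscle and brain, the placental cluster and the mRNAs on the panel. The study chose the miRNAs of the study-named list, the whole miR-29 family among them, on these same donors. The 15 miRNA lists were tested in each contrast with camera (preset correlation between members), with camera and an estimated correlation, and with fry. The p-values were adjusted over the 75 list tests of each method. Members were also counted with p-values adjusted over the list alone.

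Each of the 5 mRNAs was compared as log2(count + 1) scaled to the 100 most abundant miRNAs, by an exact permutation test over all splits of the samples into the compared groups, adjusted over 15 tests. A red-cell score (mean log2 value of miR-451 and miR-144) was compared in the same way. A viral probe was counted as present above the mean + 2 SD of the placental-cluster probes (149.5 to 727.3 counts), and infected and control samples were compared by Fisher's exact test. This background was also chosen because control probes are missing. Nearest-centroid class prediction left each sample out in turn, and its balanced accuracy was tested by exact permutation of the group labels.

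Alternatives were edgeR 4.0.16 (quasi-likelihood), DESeq2 1.42.0 (Wald test), the limma trend, robust and array-weight options, the Wilcoxon test, fits of the compared groups alone, TMM factors, DESeq2 size factors, the 100 most abundant or 30 invariant miRNAs, cyclic loess, the deposited values, background subtraction, a pseudocount of 10, other filters, and each sample left out. A red-cell covariate, the placental cluster as background of the filter, the viral test without miR-520e, other scalings of the mRNAs and centroids of 6 controls were added after the data were examined. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the other computations.

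The limma, edgeR and DESeq2 steps were tested on simulated data with the group sizes of this series. In 10 simulations, limma recovered 40.0% of miRNAs changed 1.5-fold in viremic samples (28 of 70), 82.9% of those changed 2-fold (58 of 70) and 98.3% of those changed 3-fold (59 of 60). It made 17 wrong calls there in all, a larger share of its calls than the limit of 0.05 aims at, and 0 in the contrast of ES with control, where no change was simulated. Of the changes of 1.5-fold edgeR recovered 50.0% and DESeq2 61.4%, with 12 and 22 wrong calls in all. The other assays of the study were not used here. No coordinates are given, since the files name no genome build. Names of neighbouring and host genes come from a RefSeq table.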

Results

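PBMC of viremic patients differed from PBMC of uninfected controls in the levels of 14 of 214 miRNAs tested: 5 rose and 9 fell, and 8 (3 higher, 5 lower) passed by Bonferroni. At unadjusted p under 0.05 stood 48 miRNAs (25 higher, 23 lower), against 10.7 expected by chance. Of 100 splits of these samples only the real one reached as many, but the highest other split gave 45 (median 10). The largest fall was in miR-31, a lymphocyte miRNA reported to act on FOXP3 mRNA, which fell by 1.80 ± 0.36 on the log2 scale (fold 0.287, adjusted p = 0.00242). Its mean count was 232 ± 60.3 (SD) in 8 controls and 68.2 ± 36.4 in 6 viremic samples, near background, and with background subtracted it fell by 2.99. The miRNA miR-146b-5p, which damps signalling to NF-kB, fell by 1.33 ± 0.23 (fold 0.397, adjusted p = 0.000862). The level of miR-29c, which acts on mRNAs of collagens and DNA methyltransferases, fell by 0.86 ± 0.14 (fold 0.551, adjusted p = 0.000862). Among the most abundant miRNAs of these cells, let-7g fell by 0.76 ± 0.14 (adjusted p = 0.00116), and miR-150, which acts on MYB mRNA in mature lymphocytes, by 0.80 ± 0.20 (adjusted p = 0.0147). The mean count of miR-150 was 123052 ± 20429 (SD) in controls and 70976 ± 13768 in viremic samples. These 5 miRNAs were lower than the control mean in 6 of 6 viremic samples, and for miR-31, miR-146b-5p and miR-29c the values of the groups did not overlap.

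Both arms of miR-342, which is encoded within the lymphocyte-expressed gene EVL, fell in viremic PBMC: miR-342-3p by 0.72 ± 0.18 (adjusted p = 0.0147, lower in 6 of 6 samples) and miR-342-5p by 0.60 ± 0.17 (adjusted p = 0.0337, lower in 5 of 6). The remaining falls were in miR-509-3p, by 0.72 ± 0.17 (adjusted p = 0.00717), and miR-187, by 0.66 ± 0.15 (adjusted p = 0.00531). The miR-187 probe lay near background (mean count 87.5 ± 20.6 SD in controls) and followed the far more abundant miR-150 across samples (Pearson correlation 0.904). Of the 5 that rose, the largest change was in the probe shared by miR-181b and miR-181d, miRNAs of a family that tunes T-cell receptor signalling, at 0.86 ± 0.19 (fold 1.82, adjusted p = 0.00531). The level of miR-9, which is induced in monocytes by Toll-like receptor ligands, rose by 0.81 ± 0.17 (fold 1.75, adjusted p = 0.00499) without overlap between the groups. The level of miR-15a, encoded beside miR-16-1 in DLEU2 and known to act on BCL2 mRNA, rose by 0.70 ± 0.16 (fold 1.62, adjusted p = 0.00531). Smaller rises were found for miR-454, encoded in SKA2 (0.53 ± 0.15, adjusted p = 0.0249), and miR-484 (0.38 ± 0.10, adjusted p = 0.0189), and each of these 5 was higher in 6 of 6 viremic samples.

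**Figure D1:**
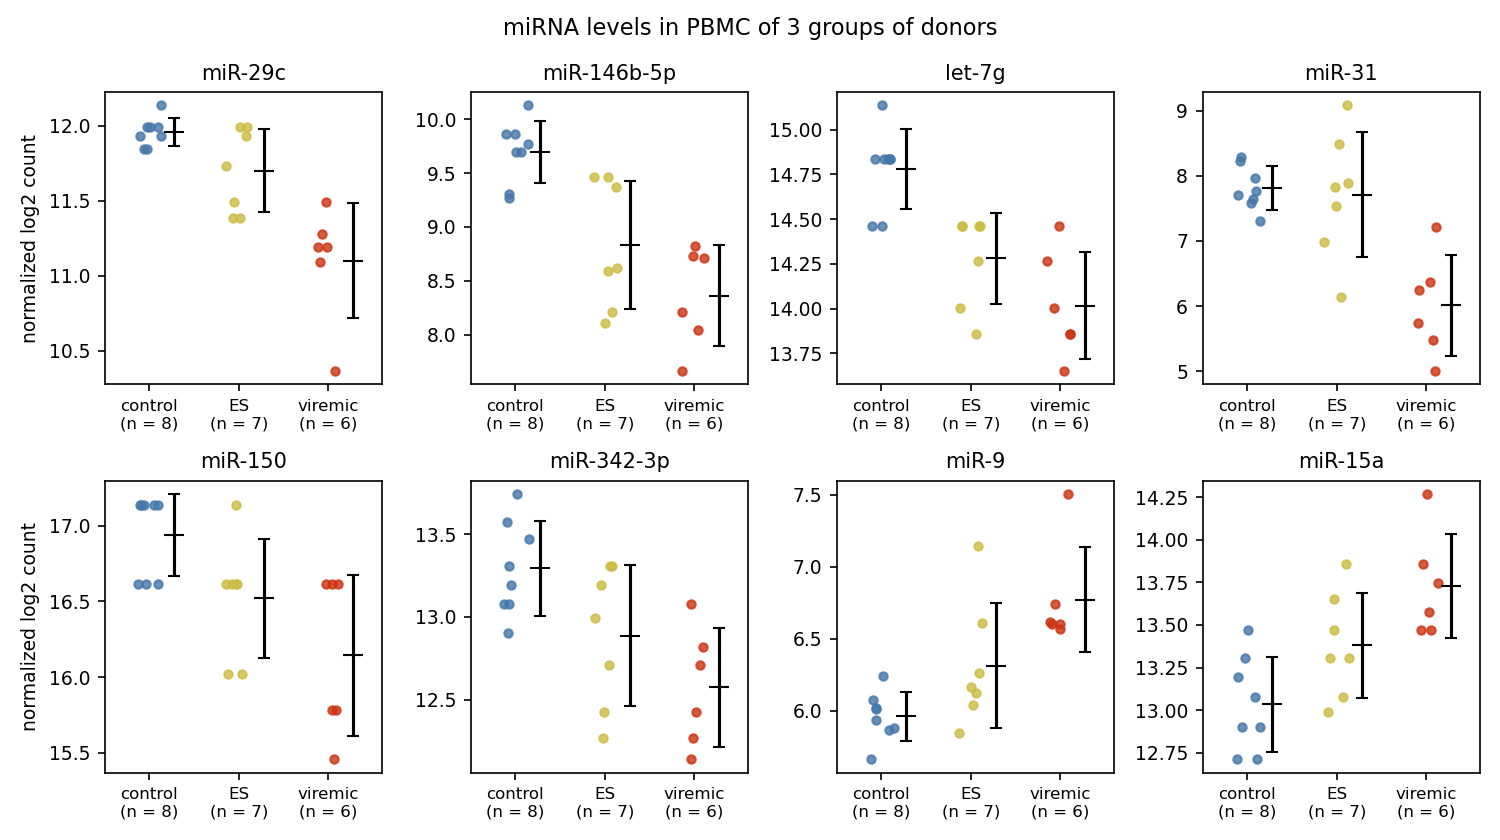
Normalized log2 level of 8 miRNAs in each sample (points; bar and whiskers, mean ± SD) of 8 control, 7 ES and 6 viremic donors. The mean of miR-31 fell by 1.80 between control and viremic samples while ES values reached above and below the range of the controls, and miR-9 and miR-15a rose by 0.81 and 0.70.

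Of 7 lymphocyte-enriched miRNAs, 5 fell in viremic PBMC, 0 rose and 2 did not pass (miR-26a, -0.65 ± 0.21, adjusted p = 0.0643, and miR-181a, -0.04 ± 0.19, adjusted p = 0.888). The median change of the list was -0.72, and 6 of its members were lower with p-values adjusted over the list alone. By camera the list was lower at adjusted p = 1.06e-05 and by fry at 0.00136, against adjusted p = 0.0958 with an estimated correlation. The study-named list holds 3 of the 7 (miR-31, miR-29c and miR-150), and the study followed miR-342-3p in these donors as well. All 3 members of the miR-29 family were lower with p-values adjusted over the list alone, but over all probes only miR-29c fell, while miR-29a (-0.30 ± 0.13, adjusted p = 0.188) and miR-29b (-0.30 ± 0.14, adjusted p = 0.215) did not pass. The family was lower by camera (adjusted p = 0.0125) and fry (0.00971), against adjusted p = 0.355 with an estimated correlation. Of 9 members of the let-7 family, whose mature forms repress LIN28 and RAS mRNAs, only let-7g fell, and the others lay between -0.20 ± 0.10 (let-7c, adjusted p = 0.215) and 0.25 ± 0.11 (let-7b, adjusted p = 0.188). With let-7f at 0.17 ± 0.11, let-7i at 0.14 ± 0.11, let-7d at 0.03 ± 0.11, let-7a at -0.07 ± 0.12, let-7e at -0.14 ± 0.14 and miR-98 at -0.18 ± 0.14, the camera test gave adjusted p = 0.663, and 1 member was lower with p-values adjusted over the list alone. Within the miR-181 family the shared miR-181b and miR-181d probe rose, whereas miR-181a and miR-181c (-0.25 ± 0.13, adjusted p = 0.269) did not pass. The median of that family (-0.04) differed in sign from its mean (0.19) and from the direction of its camera test (up, adjusted p = 0.746), and 1 member passed over the list alone.

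Of 13 study-named probes, 2 rose, 5 fell and 6 did not pass, and over the list alone 4 were higher and 8 lower. The study chose these miRNAs on the same donors, so this is not independent evidence. Those that did not pass over all probes were miR-34a, a p53 target gene (0.46 ± 0.14, adjusted p = 0.0616), miR-155, which is induced on lymphocyte activation (0.56 ± 0.21, adjusted p = 0.12), miR-16 (0.26 ± 0.15, adjusted p = 0.323), miR-29a, miR-29b, and miR-125b (-1.21 ± 0.43, adjusted p = 0.109, lower in 6 of 6 samples). On NanoString the study itself found miR-16, miR-29a and miR-34a short of its significance limit and listed them by its other assays. It found miR-155 and miR-125b past that limit. The study's limit was p under 0.05 for each miRNA, while the p-values here were adjusted over all kept probes. The outcomes for miR-155 and miR-125b were therefore not reached at the same limit. As a list the study-named probes gave adjusted p = 0.113 by camera and 0.0551 by fry. Of 5 miRNAs reported to act on the 3' end of HIV-1 RNA, miR-382 stayed below background in every sample (mean count 16.8 ± 5.99 SD in controls and 14.8 ± 4.54 in viremic samples). Of the other 4, miR-150 fell, and miR-125b, miR-28-5p (0.32 ± 0.17, adjusted p = 0.279) and miR-223 (0.18 ± 0.16, adjusted p = 0.586) did not pass. The list gave adjusted p = 0.637 by camera, with 2 members lower over the list alone.

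Of 9 activation-induced miRNAs kept, miR-9 rose, miR-146b-5p fell and 7 did not pass, with a median change of 0.17 and camera adjusted p = 0.476. Over the list alone 3 were higher and 1 lower. None of 11 miRNAs of the miR-17-92 clusters passed (median change 0.07, camera adjusted p = 0.899), with miR-18a at 0.27 ± 0.14, miR-92a at -0.17 ± 0.10, miR-93 at 0.13 ± 0.10 and miR-25 at -0.15 ± 0.15. Of 8 monocyte and myeloid-enriched miRNAs, 0 passed, though 7 lay above 0 (median change 0.14, camera adjusted p = 0.476): examples were miR-24 (0.30 ± 0.13), miR-21 (0.18 ± 0.16) and miR-22 (0.11 ± 0.12). The most abundant of them, miR-223, passed as higher in 6 of 21 other settings, with a change of up to 0.51. None of 7 platelet-enriched miRNAs kept passed (median change -0.21, camera adjusted p = 0.746), with miR-151-5p at -0.39 ± 0.23, miR-151-3p at -0.43 ± 0.33 and miR-221 at -0.23 ± 0.24. Of the 14q32 cluster, an imprinted group of miRNA genes, 14 of 51 probes were kept and 0 passed. Its median change was -0.25 (camera adjusted p = 0.113), with miR-539 at -0.32 ± 0.11, miR-369-3p at -0.38 ± 0.21, miR-136 at -0.38 ± 0.23 and miR-377 at -0.44 ± 0.30.

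Red-cell miRNAs were measured beside these groups. None of 6 erythroid miRNAs passed in viremic PBMC (median change 0.38, camera adjusted p = 0.235), but their most abundant member, miR-16, passed as higher in 7 of 21 other settings, with a change of up to 0.56. The changes of miR-451 (0.95 ± 0.56), miR-144 (1.03 ± 0.59) and miR-183 (0.50 ± 0.22) had wide errors. The red-cell score was 13.63 ± 1.30 (SD) in controls, 14.73 ± 0.88 in ES and 14.62 ± 1.21 in viremic samples (exact permutation p = 0.168 for viremic and 0.0836 for ES against control). Of miRNAs foreign to blood cells, none of 3 epithelial probes kept passed (miR-200c 0.21 ± 0.12, miR-200a 0.16 ± 0.11, miR-200b -0.08 ± 0.13, camera adjusted p = 0.67). The same held for 4 probes of liver, muscle and brain (miR-128 -0.09 ± 0.16, miR-133a 0.06 ± 0.13, miR-1 -0.07 ± 0.23, miR-122 -0.03 ± 0.16, camera adjusted p = 0.899). These probes were not all near background: the mean count of miR-133a was 2749 in controls, 2837 in ES and 2758 in viremic samples. The miR-122 probe (mean count 163) followed miR-142-3p across samples (Pearson correlation 0.846). The source of these counts was not tested. Of the placental cluster, 8 of 38 probes were kept and 0 passed (median change 0.05, camera adjusted p = 0.808). Those with the smallest p were miR-520e (fold 2.14, adjusted p = 0.215), the probe shared by miR-520d-5p, miR-527 and miR-518a-5p (-0.42 ± 0.20), miR-515-3p (-0.15 ± 0.12) and miR-525-5p (0.21 ± 0.19). Among the 5 mRNAs on the panel, B2M, which encodes the light chain of MHC class I and is induced by interferon, stood 0.82 higher in viremic samples than in controls (14.06 ± 0.12 SD against 13.23 ± 0.36, exact permutation p = 0.000999, adjusted p = 0.00874), without overlap except under scaling to the summed human miRNA count (0.77, adjusted p = 0.015). It was also 0.49 higher than in ES (13.56 ± 0.23 SD, exact permutation p = 0.00117). The differences between viremic and control samples in ACTB (0.72, exact p = 0.0356), GAPDH (0.62, exact p = 0.0256), RPL19 (-0.20, exact p = 0.264) and RPLP0 (-0.18, exact p = 0.401) did not pass after adjustment.

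The calls between viremic and control samples kept their direction in every setting that tested them, but under each of 5 other scalings miR-484 was no longer called while miR-16 and miR-34a were. With the red-cell score as a covariate 10 were called, without miR-150 (-0.69 ± 0.21, adjusted p = 0.0559), miR-342-3p (-0.65 ± 0.20, 0.0559), miR-342-5p (-0.61 ± 0.19, 0.0559) and miR-454 (0.48 ± 0.16, 0.073), and with the placental cluster as background 9. Leaving out viremic replicate 5 reduced the count from 14 to 10, with miR-150 (adjusted p = 0.0586) and miR-342-3p (0.0513) among those lost.

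No miRNA was called between ES and control PBMC by limma: 0 of 214 passed and 29 (16 higher, 13 lower) had unadjusted p under 0.05, against 10.7 expected by chance. The count was also 0 with edgeR and the Wilcoxon test, while DESeq2 called 6 and limma with array weights 7. Largest in evidence were the same miRNAs that fell in viremic PBMC: miR-146b-5p (-0.87 ± 0.22, adjusted p = 0.115) and let-7g (-0.50 ± 0.13, adjusted p = 0.115), each lower in 7 of 7 ES samples. Near them lay miR-485-3p (-0.49 ± 0.14, adjusted p = 0.115), miR-224 (0.41 ± 0.12, adjusted p = 0.131), miR-27b (-0.68 ± 0.20, adjusted p = 0.131), miR-509-3p (-0.51 ± 0.16) and miR-1537, encoded in LYST (0.45 ± 0.14), the last pair at adjusted p = 0.154. The 10 smallest p-values also held miR-520d-5p with miR-527 and miR-518a-5p (-0.55 ± 0.19), miR-663b (0.59 ± 0.21) and miR-24 (0.32 ± 0.12). DESeq2 called miR-146b-5p, miR-485-3p, miR-224, miR-27b, the probe of miR-520d-5p, and let-7b. Without control replicate 1, limma called 3: miR-146b-5p, miR-27b and the probe of miR-520d-5p.

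The miRNA with the largest fall in viremic samples, miR-31, had nearly the control level in ES (-0.10 ± 0.34, adjusted p = 0.921), with a mean count of 247 ± 153 (SD) and a wide spread. Changes of intermediate size were those of miR-125b (-0.82 ± 0.41, adjusted p = 0.372), miR-150 (-0.42 ± 0.19, adjusted p = 0.353) and miR-29c (-0.26 ± 0.14, adjusted p = 0.418). On the upper side stood the shared probe of miR-181b and miR-181d (0.48 ± 0.19, adjusted p = 0.32), miR-9 (0.35 ± 0.17, adjusted p = 0.357), miR-28-5p (0.35 ± 0.17), let-7b (0.24 ± 0.10) and miR-34a (0.24 ± 0.14). All 14 miRNAs called between viremic and control samples had the same direction in ES with limma on quantile-normalized values, where the shared controls favour a common direction. The sign in ES was the other one for miR-484 in 7 of 22 settings, the 5 other scalings among them, for miR-454 in 2 (edgeR and TMM) and for miR-31 in 3 (edgeR, DESeq2 and the red-cell covariate) and without ES replicate 5 or 6.

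**Figure D2:**
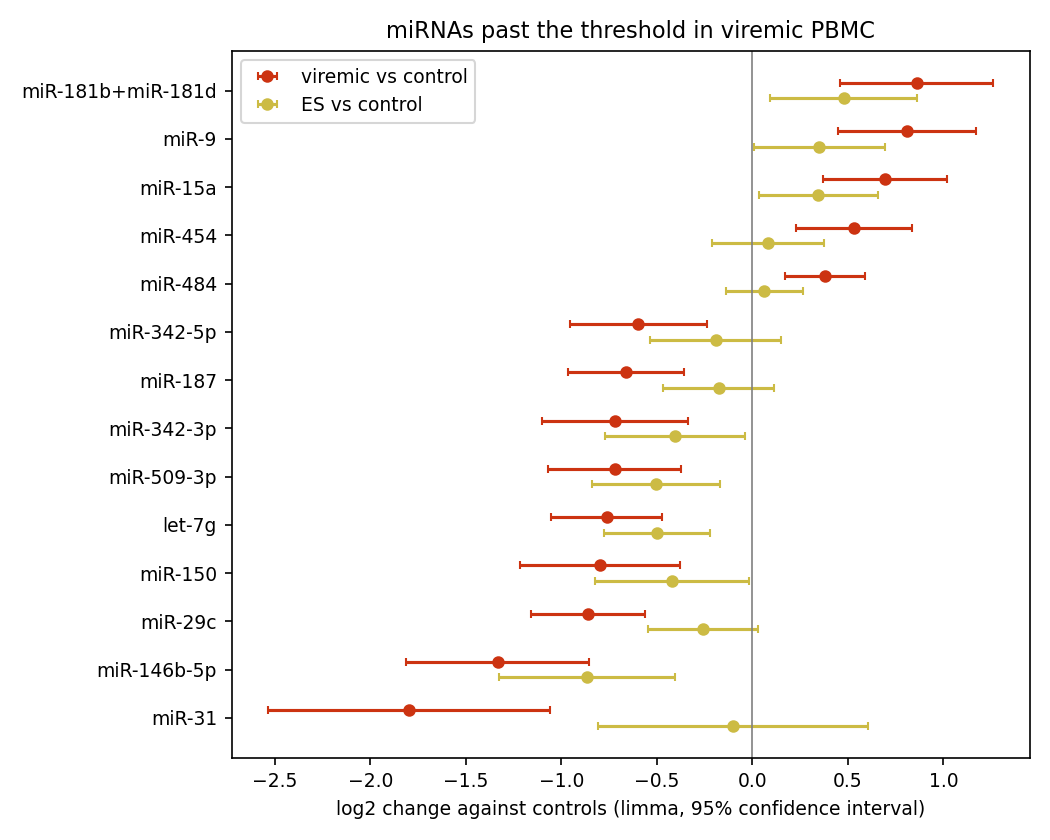
Log2 change against control (points) with 95% confidence interval for the 14 miRNAs called in viremic PBMC, in viremic and in ES samples. The ES changes have the sign of the viremic change (miR-31 at -1.80 in viremic samples and -0.10 in ES), but in ES miR-31, miR-454 and miR-484 take the other sign under some tools or scalings.

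Within fixed lists, ES showed a lower level of lymphocyte-enriched miRNAs by camera (median change -0.26, adjusted p = 0.00876, passing in 16 of 22 settings and in 20 of 21 fits that left out a sample, against adjusted p = 0.355 with an estimated correlation and 0.113 by fry), with 0 of 7 members past the limit. The 14q32 cluster was lower as well (median change -0.19, adjusted p = 0.0127, against adjusted p = 0.654 with an estimated correlation and 0.3 by fry), but without control replicate 1 its median was -0.084 at adjusted p = 0.221, and 18 of 21 such fits passed. Of its 14 members, 1 was lower with p-values adjusted over the list alone. Its most abundant probe, miR-544 (0.877), and miR-494 (0.918) follow miR-27b across samples, and miR-27b also stood lower in ES without passing. How far the result of the cluster rests on such probes was not tested. Of 13 study-named probes 2 were lower over the list alone (miR-146b-5p and let-7g), which is not independent evidence, and the list gave camera adjusted p = 0.407. The families gave adjusted p = 0.476 (miR-29), 0.663 (let-7, with 1 member lower over the list alone) and 0.787 (miR-181, where the median of -0.02 differed in sign from the mean of 0.07). The miRNAs reported to act on the 3' end of HIV-1 RNA gave adjusted p = 0.663 and the activation-induced miRNAs 0.593. The direction for miR-29a (-0.14 ± 0.12), let-7d (-0.08 ± 0.11), miR-155 (0.06 ± 0.20) and miR-223 (-0.03 ± 0.16) in ES turned to the other side under scalings other than quantile normalization. The other named miRNAs in ES, none of which passed, were let-7i (0.16 ± 0.11), let-7a (-0.07 ± 0.11), let-7c (-0.06 ± 0.09), let-7e (-0.12 ± 0.13), let-7f (-0.04 ± 0.11), miR-98 (-0.07 ± 0.14), miR-16 (0.08 ± 0.14), miR-181a (-0.23 ± 0.18), miR-181c (-0.02 ± 0.13) and miR-29b (adjusted p = 0.993).

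Between viremic and ES samples a single miRNA differed: miR-31 was lower in viremic PBMC (log2 change -1.70 ± 0.37, fold 0.309, adjusted p = 0.0275), in 6 of 6 samples relative to the ES mean. This call passed in 14 of 21 fits that left out a sample, with a highest adjusted p of 0.0961. It was not made with array weights, the Wilcoxon test, a fit of these groups alone or background subtracted, and the placental-cluster background left miR-31 untested. At unadjusted p under 0.05 stood 18 miRNAs (11 higher, 7 lower), against 10.7 expected by chance, and 29 of 100 splits of these samples reached as many. Next came miR-29c (-0.60 ± 0.15, adjusted p = 0.0561), which DESeq2 also called, miR-187 (-0.48 ± 0.15, adjusted p = 0.242), miR-95 (-0.51 ± 0.16), miR-484 (0.32 ± 0.10), miR-454 (0.45 ± 0.15), miR-18a (0.39 ± 0.14), miR-485-3p (0.39 ± 0.15), miR-9 (0.46 ± 0.18) and miR-140-3p (-0.35 ± 0.14). By camera, lymphocyte-enriched miRNAs were lower in viremic than in ES samples (adjusted p = 0.000564, against adjusted p = 0.215 with an estimated correlation), as was the miR-29 family (adjusted p = 0.00876, against adjusted p = 0.341 with an estimated correlation).

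Against the mean of the control and ES groups, viremic samples differed in 10 miRNAs, 5 higher and 5 lower, 2 of them (both lower) by Bonferroni. All 10 were also called against controls alone. Those that fell were miR-31 (by 1.75 ± 0.32, adjusted p = 0.00171), miR-29c (by 0.73 ± 0.13, adjusted p = 0.00171), miR-187 (by 0.57 ± 0.13), miR-146b-5p (by 0.90 ± 0.21) and let-7g (by 0.51 ± 0.12). Those that rose were miR-9 (0.64 ± 0.16), miR-484 (0.35 ± 0.09), miR-15a (0.52 ± 0.14), miR-454 (0.49 ± 0.13) and the shared probe of miR-181b and miR-181d (0.62 ± 0.17). The division into higher and lower depended on the scaling: DESeq2 size factors gave 1 higher and 6 lower, 30 invariant miRNAs 2 and 6, the 100 most abundant miRNAs 3 and 6, and cyclic loess 5 and 9. Without viremic replicate 5 or replicate 6 the count was 3. With control and ES samples pooled as 1 group (only the compared groups), 6 were called, 3 higher and 3 lower. Lymphocyte-enriched miRNAs (camera adjusted p = 1.06e-05, against adjusted p = 0.0958 with an estimated correlation) and the miR-29 family (adjusted p = 0.00698, against adjusted p = 0.337 with an estimated correlation) were lower.

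The mean of the ES and viremic groups differed from controls in 11 miRNAs, 4 higher and 7 lower. Of these, 10 were called in viremic samples alone and 3 (all lower) passed by Bonferroni. The level of miR-146b-5p fell to a fold of 0.467 (adjusted p = 0.00193) and that of let-7g by 0.63 ± 0.12 (adjusted p = 0.00193), both lower in 13 of 13 infected samples. Falls were also found in miR-29c (by 0.56 ± 0.12), miR-509-3p (by 0.61 ± 0.14, in 13 of 13 samples), miR-342-3p (by 0.56 ± 0.15), miR-150 (by 0.61 ± 0.17) and miR-187 (by 0.42 ± 0.12). Rises were found in miR-181b with miR-181d (0.67 ± 0.16), miR-9 (0.58 ± 0.14), miR-15a (0.52 ± 0.13) and miR-1537 (0.43 ± 0.13, adjusted p = 0.048, higher in 13 of 13 samples). In fits that left out a sample, miR-1537 passed in 4 of 21, miR-187 in 6, miR-150 in 11, miR-342-3p in 12 and miR-15a in 19 (highest adjusted p = 0.134, for miR-187 and miR-1537). DESeq2 size factors gave 9 higher and 10 lower, the 100 most abundant miRNAs 6 and 5, and 30 invariant miRNAs 9 and 6. With ES and viremic samples pooled as 1 group (only the compared groups), 4 were called, 1 higher and 3 lower. The count was 25 with DESeq2, 5 with the red-cell covariate and 3 with the Wilcoxon test. Without control replicate 1 it was 20, and without control replicate 8 it was 6. Lymphocyte-enriched miRNAs (camera adjusted p = 2.93e-05, against adjusted p = 0.0988 with an estimated correlation) and the 14q32 cluster (adjusted p = 0.0274, against adjusted p = 0.725 with an estimated correlation) were lower. For the cluster this held in 16 of 21 fits that left out a sample, and without control replicate 1 its median went from -0.27 to -0.13 at adjusted p = 0.22.

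The F test over the 3 groups called 12 miRNAs, 4 of them by Bonferroni. At the smallest adjusted p-values stood miR-146b-5p and miR-29c (0.00266), let-7g (0.00353) and miR-31 (0.00378). The others were miR-15a, miR-181b with miR-181d, miR-187, miR-509-3p and miR-9 (0.0195), and miR-150, miR-342-3p and miR-484 (0.0493). Of all 75 list tests, camera called 10, fry 5 and camera with an estimated correlation 0.

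In the whole profile, the first principal component held 24.6% of the variance and was led by miR-144, miR-520e and miR-451, the first and last of which are red-cell miRNAs. The second component held 21.6% and was led by miR-125b, miR-151-3p and miR-335. Of 7 ES profiles, 4 lay nearer the control mean and 3 nearer the viremic mean, with a mean distance to control less that to viremic of 0.25 ± 1.21 (SD), or -0.095 ± 1.29 with the probes chosen inside each fold. With centroids of 6 controls each, the number nearer the control mean had a median of 3 over 28 sets, from 1 to 4. A nearest-centroid classifier placed 16 of 21 samples rightly as viremic or not, among them 8 controls, 4 ES and 4 viremic samples (balanced accuracy 73.3%, exact permutation p = 0.0505, and permutation p = 0.06 out of 100 labellings with the probes chosen inside each fold, for which the prior variance came from all samples). It placed 16 of 21 rightly as infected or not, among them 6 controls, 5 ES and 5 viremic samples (balanced accuracy 76.0%, exact permutation p = 0.0216).

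**Figure D3:**
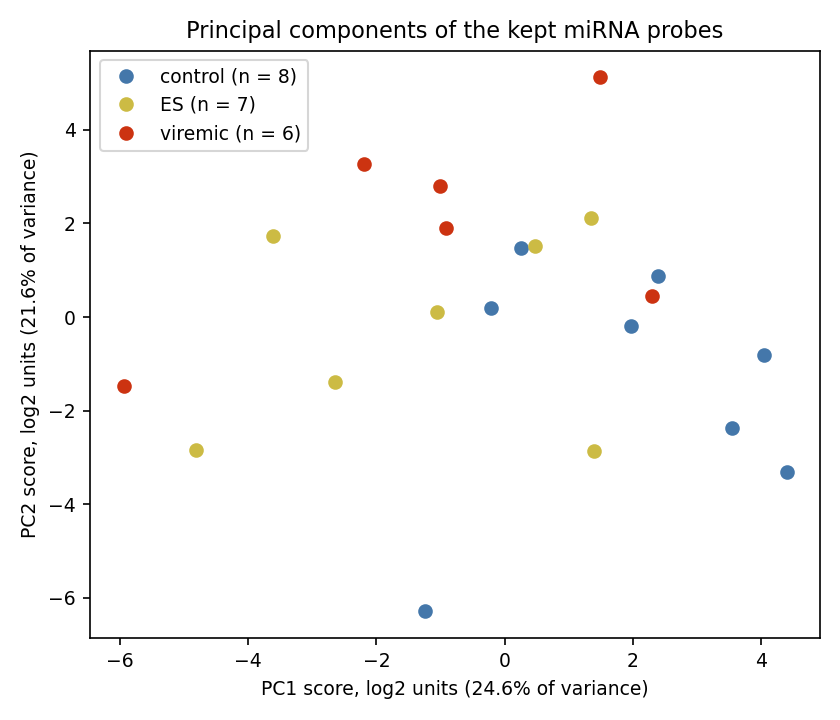
First against second principal component (24.6% and 21.6% of variance) of the 214 kept miRNAs, 1 point per sample, by group. The components led by miR-144 and miR-125b leave the 3 groups overlapping.

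None of 80 viral miRNA probes was found above background more often in infected than in control samples (smallest exact Fisher p = 0.531). The limit of 149.5 to 727.3 counts lay far above the viral probes, which averaged 28.9 counts, those of HIV-1 14.2 to 31.2. Without miR-520e it was still 106.0 to 163.3 counts. The test could therefore find only a strong signal, and it does not show that weaker viral miRNAs are absent. A single probe, that of the KSHV miRNA K12-5, rose above the background at all, in 1 infected and 2 control samples. Without miR-520e in the background, 2 probes did, and 0 of 80 passed (smallest exact Fisher p = 0.505). The K12-5 probe followed miR-142-3p, an abundant leukocyte miRNA, across samples with a Pearson correlation of 0.961.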

Values the study reported

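The study reported that miR-31 was 3.9-fold and miR-29c 1.9-fold higher on average in uninfected than in viremic PBMC. For miR-125b the difference it gave was 2.5-fold, and for miR-146b-5p 2.6-fold. Among miRNAs that rose with infection it named miR-9, miR-155 and miR-181b/d.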

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

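The splits of the samples and the rule that sets single samples apart were fixed before the results were seen, while the patterns tested against red-cell RNA, scaling, shared counts of probes and the share of lymphocytes were chosen after the first results were seen, and the tests of a constant share of miR-451, of placental-cluster probes above background alone and of the share of lymphocytes after their own values were seen.

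A single sample lay far from the rest of its group in 12 of 219 groups of values examined, where 10.95 would do so by chance at about 1 in 20, so that none of them alone calls for a cause. In normalized log2 values these were miR-16 at 16.61 in ES replicate 5 (others 15.90 ± 0.13 SD) and at 15.46 in control replicate 4 (others 15.99 ± 0.09), miR-223 at 15.14 in viremic replicate 2, miR-27b at 12.14 in viremic replicate 1, and miR-29c at 10.36 in viremic replicate 6 (others 11.25 ± 0.15). Further ones were miR-34a at 5.80 in ES replicate 3, miR-454 at 8.05 in viremic replicate 3, the probe of miR-520d-5p+miR-527+miR-518a-5p at 5.82 in control replicate 1, miR-9 at 7.51 in viremic replicate 5 (others 6.63 ± 0.07), and miR-95 at 7.22 in ES replicate 2 and at 5.84 in control replicate 8. The mRNA of ACTB stood at 10.17 in control replicate 8 (others 12.46 ± 0.37). A result was also set apart where the viremic and ES changes against control differed, which held for miR-31 (-1.70), and where it came from data the study left aside, which held for the B2M mRNA (0.82 higher in viremic than in control samples).

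The first pattern weighed is the set of 14 miRNAs called between viremic and control samples. Among 100 splits of the samples into groups of these sizes, 1 gave as many calls, the real one, and the highest count of any other was 1, so chance can be excluded. Red-cell RNA in the preparations would shrink the changes once the red-cell score is held fixed, but the lower quartile of the ratio of changes with and without it was 0.890, so that it does not account for most of the change, although 4 calls ended. Quantile normalization does not account for most of the change either, as the lowest lower quartile over 5 other scalings was 0.809. Single calls did depend on it. Under each of these 5 scalings miR-484 was lost, while miR-16 and miR-34a were gained. The 14 miRNAs were themselves chosen under quantile normalization, and a lower quartile does not show single failures among them. Other differences between the groups, such as their cell composition, were not tested.

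In the other contrasts, chance can be excluded for viremic against control and ES (1 of 100 splits gave as many, real count 10, highest other 3), for infected against control (1 of 100, real 11, highest other 6) and for the F test (1 of 100, real 12, highest other 1). It cannot be excluded for viremic against ES (13 of 100, real 1, highest other 6). For ES against control the real count was 0, so that 100 of 100 splits give at least as many by necessity and the count decides nothing (highest other 2).

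The second pattern is that several probes of low count follow an abundant miRNA across samples. Counts of miR-520e followed those of miR-451 (Pearson correlation 0.990, permutation p = 5e-05, adjusted p = 0.0122 over 13940 relations). That p is the smallest that the permutations run over all relations can give. The background-subtracted count of miR-520e was 1.12 to 1.90% of miR-451 in every sample (coefficient of variation 13.5%). A probe that counts a constant share of miR-451 molecules would give this. The red-cell miRNA miR-144 varied more against miR-451 (28.8%), as did miR-320c against miR-27b (20.7%). However, the miR-199a-3p and miR-199b-3p probe varied as little against miR-126 (9.25%), and miR-494 against miR-27b (13.1%), so that a shared cell of origin stays open. The 7 other placental-cluster probes above background had a median correlation of -0.130 with miR-451 (bootstrap interval -0.201 to -0.0387), although miR-525-5p alone reached 0.729. This argues against expression of the cluster as a set. It cannot exclude it, since these probes are few and some lay near background (mean counts 59.3 to 287), where noise lowers a correlation. For miR-187, which follows miR-150 (0.904), the change between viremic and control samples went from -0.66 to -0.34 with miR-150 as a covariate (ratio 0.520 ± 0.249), so that a share of counts from miR-150 can be neither excluded nor taken as the cause. The KSHV probe K12-5 follows miR-142-3p (0.961). Its median correlation with the other 12 KSHV probes was 0.248 and decides nothing by itself. The bootstrap interval was -0.00615 to 0.382, on a rule made stricter after the value was seen. Within each group the probe also followed miR-142-3p, at 0.982 in controls, 0.970 in ES and 0.933 in viremic samples. Its mean counts there were 134, 143 and 113, and its ratio to miR-142-3p had a coefficient of variation of 10.4%. These values argue against herpesvirus RNA as the source of the counts of this probe.

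The third pattern is the lower level of lymphocyte-enriched miRNAs in viremic PBMC. With the red-cell score held fixed, the changes of the members that passed stayed at 0.904 of their size (lower quartile), but miR-150 went from -0.80 ± 0.20 to -0.69 ± 0.21, miR-342-3p from -0.72 ± 0.18 to -0.65 ± 0.20 and miR-342-5p from -0.60 ± 0.17 to -0.61 ± 0.19, each at adjusted p = 0.0559. These calls ended on slightly smaller changes or larger errors, so that red-cell RNA does not account for most of the change. A lower share of lymphocytes as a whole would lower all members alike, but 2 of 6 changed unlike miR-150 by more than 2 SE: miR-31 fell further (t = -3.47), and miR-181a less (a difference of 0.76 ± 0.29, t = 2.58). This decides nothing, since miR-31 is the largest change of the list, the other 4 lay within 2 SE, and how specific each member is to lymphocytes was not measured, so that a lower share of lymphocytes stays open, as does a loss of particular subsets, which was not tested.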

How the results depend on the processing

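The alternatives were planned before the data were examined, except for the red-cell covariate, the placental-cluster background, the viral test without miR-520e, the scalings of the mRNAs and the centroids of 6 controls, which were chosen after seeing the data. No paired analysis was possible because the labels carry no pairs or replicate numbers shared across groups. Scaling to positive spikes was not run, as the table of counts holds none, and the cause of group differences in cell composition, batch or handling was not tested. The group sizes limit changes near 1.5-fold, and the background limits the fold of miRNAs close to it. The viral probes that served as background averaged 28.9 ± 3.41 (SD) counts per sample. The limit for keeping a probe was 49.9 ± 6.02 (SD) counts.

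Counts of miRNAs changed moved as follows. Viremic against control (14): 25 with DESeq2, 8 by Bonferroni, 9 with the placental-cluster background. ES against control (0): 6 with DESeq2, 7 with array weights, 1 (miR-449c) with no filter. Viremic against ES (1): 2 with DESeq2 or 2 SD above background, 0 with array weights, Wilcoxon, only the compared groups, background subtracted or the placental-cluster background. Viremic against control and ES (10): 19 with DESeq2, 3 with Wilcoxon, 6 with only the compared groups, the interquartile range filter or the placental-cluster background, 4 with no filter, 2 by Bonferroni. Infected against control (11): 19 with edgeR, DESeq2 size factors or cyclic loess, 20 with TMM, 25 with DESeq2, 22 with array weights, 3 with Wilcoxon or Bonferroni, 4 with only the compared groups, 7 with no filter, 5 with the red-cell covariate. Any of the 3 groups (12): 22 with DESeq2, 0 with Wilcoxon, 6 with no filter, 4 by Bonferroni, 7 with the red-cell covariate. Lists called by camera (10): 4 with the interquartile range filter. Class prediction of viremic samples reached 76.7% with the 100 most abundant miRNAs (exact p = 0.0280) or with 6 samples above background (exact p = 0.0271), and that of infected samples 69.7% with the 100 most abundant (exact p = 0.0707). By that scaling 2 of 7 ES lay nearer the control mean.

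With each of 5 scalings other than quantile normalization, miR-16 and miR-34a joined the miRNAs called as higher in viremic samples (miR-223 with all but cyclic loess), while miR-484 was lost. The red-cell covariate ended the calls of miR-150, miR-342-3p, miR-342-5p and miR-454 (0.53 ± 0.15 before, 0.48 ± 0.16 after), while the median ratio of the changes of the 14 called miRNAs was 0.940.

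The red-cell score holds miR-451 itself, so the sign of miR-451 under that covariate tells nothing about how stable its change is. Of miRNAs not called, these took the other sign. Viremic against control: with the red-cell covariate miR-451 (-0.015), miR-525-5p (-0.020), let-7a (0.017) and miR-181a (0.080); the miR-1 log2 change, viremic vs control, with edgeR (0.035), DESeq2 (0.026) and 30 invariant miRNAs (0.0093); miR-181a with edgeR (0.074), DESeq2 (0.067), array weights (0.017), TMM (0.096), DESeq2 size factors (0.091), the 100 most abundant (0.097), 30 invariant miRNAs (0.12) and cyclic loess (0.083). ES against control, in the order edgeR, DESeq2, TMM, DESeq2 size factors, 100 most abundant, 30 invariant, cyclic loess: miR-29a 0.14, 0.16, 0.089, 0.12, 0.11, 0.13 and 0.049; let-7d 0.090, 0.12, 0.10, 0.13, 0.12, 0.14 and 0.10; miR-155 -0.069, -0.044, -0.074, -0.045, -0.055, -0.034 and -0.019; miR-223 0.32, 0.35, 0.33, 0.35, 0.34, 0.36 and 0.24. With the red-cell covariate ES had let-7a 0.024, miR-31 0.071, miR-155 -0.016, miR-223 0.15 and miR-181c 0.021. For miR-31 edgeR gave 0.027 and DESeq2 0.050. The miR-29b log2 change, ES vs control, was 0.0086 with array weights and 0.000468 in the deposited values.

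Leaving out 1 sample at a time gave 10 to 18 miRNAs for viremic against control, 0 to 3 for ES against control, 0 to 2 for viremic against ES, 3 to 14 for viremic against control and ES, 6 to 20 for infected against control and 5 to 16 for the F test. Log2 changes spanned 0 in viremic against control for let-7d (-0.035 to 0.074), miR-1 (-0.18 to 0.10), miR-122 (-0.12 to 0.066), miR-128 (-0.15 to 0.017), miR-133a (-0.026 to 0.14) and miR-181a (-0.11 to 0.075), and in ES against control for let-7f (-0.090 to 0.032), miR-155 (-0.063 to 0.13), miR-16 (-0.025 to 0.12), miR-181c (-0.084 to 0.029), miR-223 (-0.11 to 0.042), miR-29b (-0.076 to 0.077), miR-31 (-0.33 to 0.16) and miR-98 (-0.11 to 0.017).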

Other observations

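The comparison of viremic and ES changes with separate controls, the count of small p-values over other splits, the mRNA scalings and the relations between low and abundant probes were all chosen after the data were seen.

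Changes of miR-146b-5p, let-7g and other miRNAs against control ran in the same direction in ES and viremic samples. Over all 214 miRNAs, the ES and viremic changes against control had a correlation of 0.743, where sharing the controls alone gave 0.423 in 1000 simulations without any effect (5 to 95% range -0.108 to 0.806). With the controls divided into separate sets, the mean correlation was 0.515 (0.254 to 0.709 over 70 divisions), and the mean covariance was 0.0538. The covariance of 0.0689 over all controls also lay above the 95% limit of 0.0453 for controls shared without any effect. With separate controls, where sharing cannot act, 24 of 1000 simulations without effect had so large a mean correlation and 5 so large a mean covariance. The share of miRNAs with the same sign (71.0%) lay inside the range for shared controls without effect (46.3 to 81.3%). With separate controls it was 63.7%, for which no range without effect was simulated. Shared controls therefore do not account for the covariance, although the signs and the correlation over all controls do not show more than they give. What the infected groups have in common stays open, red-cell content (exact permutation p = 0.0836 for ES and 0.168 for viremic against control) included. Between ES and controls, 29 miRNAs had unadjusted p under 0.05, which 2 of 100 splits of these samples reached, the real one included, with 32 as the highest other. Between viremic and ES samples the real count of 18 was reached by 29 of 100 splits, so that chance is not excluded there. Single miRNAs of ES, such as miR-146b-5p (-0.87), did not pass after adjustment.

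Scaled to miRNA counts, B2M mRNA was the clearest mRNA difference, 0.82 log2 higher in viremic than in control PBMC. Its difference lay between 0.77 and 0.84 under the scalings tried and between 0.74 and 0.89 when each sample was left out. An interferon response raises B2M, but it was not tested, since the panel holds no other interferon-induced mRNA. Every scaling tried for the mRNAs used miRNA counts. Scaled to the 100 most abundant miRNAs, ACTB (0.72) and GAPDH (0.62) also stood higher in viremic than in control samples, without passing. RPL19 (-0.20) and RPLP0 (-0.18) stood lower. B2M was not compared relative to the other mRNAs, so a rise of B2M alone was not separated from a shift shared with ACTB and GAPDH. Over the 14 miRNAs called between viremic and control samples, the lower quartile of the ratio of changes with and without the red-cell covariate was 0.890. RNA of red cells is therefore not likely to account for most of these changes, although only 10 miRNAs were called with the covariate. For infected against control the count went from 11 to 5 with it, and no such ratio was computed.

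Other low probes ran beside abundant miRNAs across the samples, among them the shared probe of miR-199a-3p and miR-199b-3p with miR-126 (correlation 0.980), both of them platelet-enriched, miR-320c with miR-27b (0.962), miR-494 with miR-27b (0.918), miR-452 with miR-451 (0.904) and miR-31 with miR-150 (0.858). The relations of platelet-enriched and of lymphocyte-enriched miRNAs may come from shared cells of origin. The coefficient of variation of 13.5% for miR-520e relative to miR-451 cannot tell shared counts from a shared cell of origin. Other close correlations went with smaller and with larger variation (10.4% for K12-5 with miR-142-3p, 20.7% for miR-320c with miR-27b). The EBV probe BART9, designed for a viral miRNA, followed miR-451 as well (0.888), at a mean count of 77.4. That is what shared counts would give, though it is 1 probe of low count. A test with synthetic miR-451, miR-150 and miR-142-3p on the panel alone would tell shared counts from a shared cell of origin.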
